# Study on Differences in the Pathology, T Cell Subsets and Gene Expression in Susceptible and Non-Susceptible Hosts Infected with *Schistosoma japonicum*

**DOI:** 10.1371/journal.pone.0013494

**Published:** 2010-10-18

**Authors:** Weibin Jiang, Yang Hong, Jinbiao Peng, Zhiqiang Fu, Xingang Feng, Jinming Liu, Yaojun Shi, Jiaojiao Lin

## Abstract

More than 40 kinds of mammals in China are known to be naturally infected with *Schistosoma japonicum* (*S. japonicum*); *Microtus fortis* (*M. fortis*), a species of vole, is the only mammal in which the schistosomes cannot mature or cause significant pathogenic changes. In the current study, we compared the differences in pathology by Hematoxylin-eosin staining and in changes in the T cell subsets with flow cytometry as well as gene expression using genome oligonucleotide microarrays in the lung and liver, before challenge and 10 days post-infection with schistosomes in a *S. japonicum*-susceptible mouse model of infection, a non-susceptible rat model and the non-permissive host, *M. fortis*. The results demonstrated that *S. japonicum* promoted a more intensive immune response and more pathological lesions in *M. fortis* and rats than in mice. Hematoxylin-eosin staining revealed that the immune effector cells involved were mainly eosinophilic granulocytes supplemented with heterophilic granulocytes and macrophages. The analysis of splenic T cell subsets showed that CD4^+^ T cell subsets and the CD4^+^/CD8^+^ ratio were increased, while the CD8^+^ T cell subsets decreased remarkably in rats; whereas the CD8^+^ T cell subsets were increased, but the CD4^+^/CD8^+^ ratio was decreased significantly in mice. The analysis of the pattern of gene expression suggested that some immune-associated genes and apoptosis-inducing genes up-regulated, while some development-associated genes were down-regulated in the infected *M. fortis* compared to the uninfected controls; the three different hosts have different response mechanisms to schistosome infection. The results of this study will be helpful for identifying the key molecules in the immune response to *S. japonicum* in *M. fortis* and for understanding more about the underlying mechanism of the response, as well as for elucidating the interaction between *S. japonicum* and its hosts.

## Introduction

Schistosomiasis japonica, which is widely distributed in many parts of the tropics, is one of the most serious zoonotic diseases caused by a parasite [1]–[3]. There are about 46 species of mammals known to carry a natural infection with *S. japonicum* and *Microtus fortis* (*M. fortis*) are the only mammals in which it has been experimentally confirmed to be non-permissive to schistosome infection [4], [5]. In the early 1960s, more than ten thousand wild *M. fortis* living in the areas where schistosomiasis is heavily endemic were examined by Chinese parasitologists; no adult worms or *S. japonicum* eggs were found in any of the animals [6]. Previous studies had revealed that the susceptibility of different types of hosts was varied. Liu et al. reported that the susceptibility to *S. japonicum* was different among the five species of field rats commonly found in the endemic areas; the more susceptible to less susceptible species are: *Rattus eloquens*, *R. hainanicus*, *R. flavipectus*, *R. rattoides* and *R. norvegicus* [7]. The lung of the definitive host is the first stop that the schistosomule migrate to and most of the worms are consumed in this organ of the infected *M. fortis* [8]. The liver is the site of schistosomes maturation. In order to understand more about the mechanisms underlying the non-permissiveness of *M. fortis* and the interaction between the hosts and the schistosomes, the differences between the lungs and liver of BALB/c mice (susceptible host for *S. japonicum*), Wistar rats (non-susceptible host) and *M. fortis* (non-permissive host) infected or uninfected with *S. japonicum* were analyzed and compared on the tissular, cellular and molecular levels.

## Results

### Observation of the histopathology in the lungs and liver of different hosts infected with *S. japonicum*

In the lungs of *M. fortis*, infected for 10 days with *S. japonicum*, hemorrhages were visible and, in the liver, there were many worm-granulomas detected, schistosomula was showing impaired development surrounded by inflammatory cells [9]. Neither of these phenomenon were seen in the mice or rats infected with *S. japonicum*. Compared with the control groups (Figure 1a), a large number of inflammatory cells, including eosinophils and lymphocytes, exuded around the blood vessels and bronchi of the lungs in the *S. japonicum*-infected *M. fortis* after 10 d. Rat lungs displayed mild pathologic damage and contained some inflammatory cells around the blood vessels and the bronchi. Though inflammation in the lungs of mice was not as serious as that of the lungs from the *M. fortis* or rats, some erythrocytes had infiltrated the lungs and the alveolar walls were edematous (Figure 1b, d, f).

**Figure 1:**
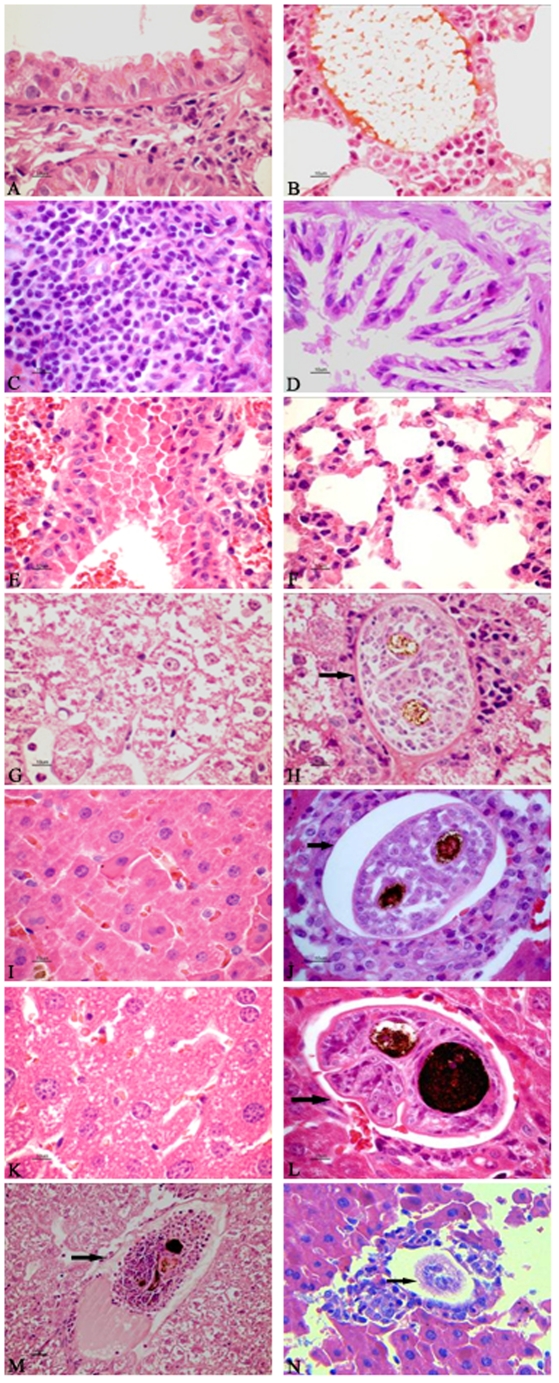
Micrographs of HE staining of the tissue sections prepared from *Mf*, rats and mice. (a–f) Lung tissue from (a) uninfected *Mf*, (b) infected *Mf*, (c) uninfected rats, (d) infected rats, (e) uninfected mice and (f) infected mice. (g–l) Liver tissue from (g) uninfected *Mf*, (h) infected *Mf*, (i) uninfected rats, (j) infected rats, (k) uninfected mice and (l) infected mice. (m) Schistosomulum killed in the liver of infected *Mf* and (n) infected rats. The arrowheads indicate the cross section of *S. japonicum* and two deep colored rounds are its intestinal canal. (a–1)×400 (m) and (n)×200.

The histological sections of the liver from the control animals from each species demonstrated that the structural integrity of the hepatic lobules was intact, there was actinomorphous distribution of the hepatic cord centered by central veins, polygonal hepatocytes and no edema (Figure 1g, i, k). Ten days after *M. fortis* was infected with *S. japonicum*, some hepatocytes displayed mild swelling, there were a large number of eosinophils and few neutrophils, macrophages and lymphocytes infiltrating the liver and surrounding the schistosomulum. Some of the schistosomulum had been killed. The inflammatory reaction was also severe in the livers of the rats, there were a number of inflammatory cells aggregated around the schistosomulum; however, this was not so obvious in the livers from the infected mice, in which some of the hepatocytes were involved and were shrinking and degenerating (Figure 1h, j, l, m, n).

### Comparison of rat and mouse splenic T cell subsets between infected and uninfected animals

Double-color analysis of cells was performed using FCM. The proportion of splenic CD4^+^ and CD8^+^ T cells was measured (Table 1). Rats infected with *S. japonicum* displayed a significant increase in the percent of CD4^+^ T cells and CD4^+^/CD8^+^ T cell ratio, and a significant reduction in the percent of CD8^+^ T cells when compared to uninfected rats. In mice, although no differences in the CD4^+^ T cell subsets were noted, the percentage of CD8^+^ T cell was significantly higher and CD4^+^/CD8^+^ T cell ratio was significantly lower in the infected group compared to the uninfected group. Few CD4^+^ or CD8^+^ T cells were detected in the spleen of the *M. fortis* by FCM.

**Table 1:** Results of CD4^+^ and CD8^+^ T cell ratio of spleen (Mean ± Std).

	CD4^+^ (%)	CD8^+^ (%)	CD4^+^/CD8^+^ ratio
***Rats***			
Uninfected	24.43±2.93	35.14±1.10	0.70±0.16
Infected	31.19±1.77*	21.15±3.25*	1.48±0.11*
***Mice***			
Uninfected	18.77±2.00	9.38±1.46	2.01±0.14
Infected	21.26±1.90	12.30±0.61*	1.74±0.24*

*p<0.05, as compared to the corresponding uninfected group.

### Detection of RNA quality

It is important to identify any differences in the quality of the isolated total RNA, since this can compromise the measurement of gene expression. The ratio of A260/280 of all tested RNA were in the range of 1.8–2.0, we ensured that all the total RNA samples were of high quality and quantity with minimal degradation, as recommended by Bustin [10].

### Comparison of the gene expression in the lungs and liver of uninfected animals and animals infected with *S. japonicum* for 10 days

The differences in gene expression in the lungs and liver of uninfected and infected animals were analyzed using genome oligonucleotide microarray (see Table 2). 

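Lung and liver of M. fortis and of rats were each compared between infected and uninfected animals on the rat oligonucleotide array, which gave 4 sets of ratios. By the paper's methods, M. fortis received 3000 cercariae and rats 2000, groups held 3 animals, the animals were 8 weeks old, and tissue was taken 10 days after infection, while the sample labels give 10 d as an age. Of the 28800 spots on the array, 11066 had a value for M. fortis lung, 11120 for rat lung, 5970 for M. fortis liver and 11080 for rat liver. The deposited values are log2 ratios of infected over uninfected tissue, which the authors scanned with dye exchange and normalized by Lowess regression. The direction and the scale were read from Table S2, since 2 to the power of a deposited value equals its infected over uninfected ratio. There is 1 value per spot, tissue and species, so no difference below has a replicate check and no p-value is given. A probe was called up-regulated at a ratio of at least 2 and down-regulated at a ratio of at most 0.5, the fold thresholds of the methods, without their step with the SAM software. The median log2 ratio was 0.06 in M. fortis lung, -0.08 in rat lung, 0.00 in M. fortis liver and 0.01 in rat liver. The array's spots carry numbers and no gene names. Genes were named by pairing each row of Table S2, of which the first 1997 of 8594 rows were at hand, with the spot that has the same ratios. Of 647 rows with 2 or more ratios, 638 were equal to exactly 1 spot, and after all ratios were shifted none was. A row with 1 ratio lent its name to that value alone. This gave names to 1315 genes, nearly all listed for a change of at least 2-fold on some array, so counts within gene groups describe listed genes and not all genes of a group. A gene named by 1 ratio alone has a value only on the array where it is listed as changed. The share of changed genes among members with a value is therefore raised by this selection. Markers of other cell types were among the gene groups, and on the rat lung array 17 of 17 hepatocyte plasma proteins with a value were up-regulated. Liver RNA in the infected channel of that array could give this and was not excluded. Changes given below for rat lung may therefore not be a response of the lung. Mouse arrays were not analysed here.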

As shown in Figure 2, scatter plots of the chip data demonstrated that the differences in the genes expressed in the uninfected compared to the infected animals were greater among groups of *M. fortis* and rats than among the infected and uninfected mice; expression differences were also more robust in the lungs than in the liver. 

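In both species more of the probes changed in the lung than in the liver. In M. fortis, 39.8% of the probes with a value changed at least 2-fold in the lung and 11.8% in the liver, and in rats 40.8% in the lung and 21.8% in the liver. Named genes with high log2 ratios in M. fortis lung include Mxi1, an antagonist of MYC, at 4.37, Sh3bgrl at 4.28 and Alox5ap, which is needed for leukotriene synthesis, at 4.16. The lowest belonged to Fabp3, a fatty acid binding protein, at -4.07, to Taok2, a protein kinase, at -3.29 and to Adipoq, the fat cell hormone adiponectin, at -3.22. In rat lung the range was wider, from Ccl3, a chemokine that draws macrophages and other leukocytes, at -5.83 to Ugt2a3, a glucuronidating enzyme, at 7.21. There 327 probes were at least 16-fold up and 68 at least 16-fold down, against 46 and 10 in M. fortis lung. The standard deviation of log2 ratios over probes was 1.29 in M. fortis lung, 1.66 in rat lung, 0.73 in M. fortis liver and 0.91 in rat liver. On probes with a value on all 4 arrays it was 1.27 in M. fortis lung and 1.26 in rat lung. The median absolute log2 ratio was 0.79 in M. fortis lung and 0.78 in rat lung, over all probes with a value. Spots that recur throughout the array, whose identity is not known here, varied around their own mean with a median standard deviation of 0.53 in M. fortis lung, 0.16 in rat lung, 0.18 in M. fortis liver and 0.16 in rat liver. Whether the larger spread in M. fortis lung adds to its share of changed probes was not tested. The shares above include these spots. Genes of the liver are among those that rose on the rat lung array, so its share may not be a response of the lung.

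**Figure D1:**
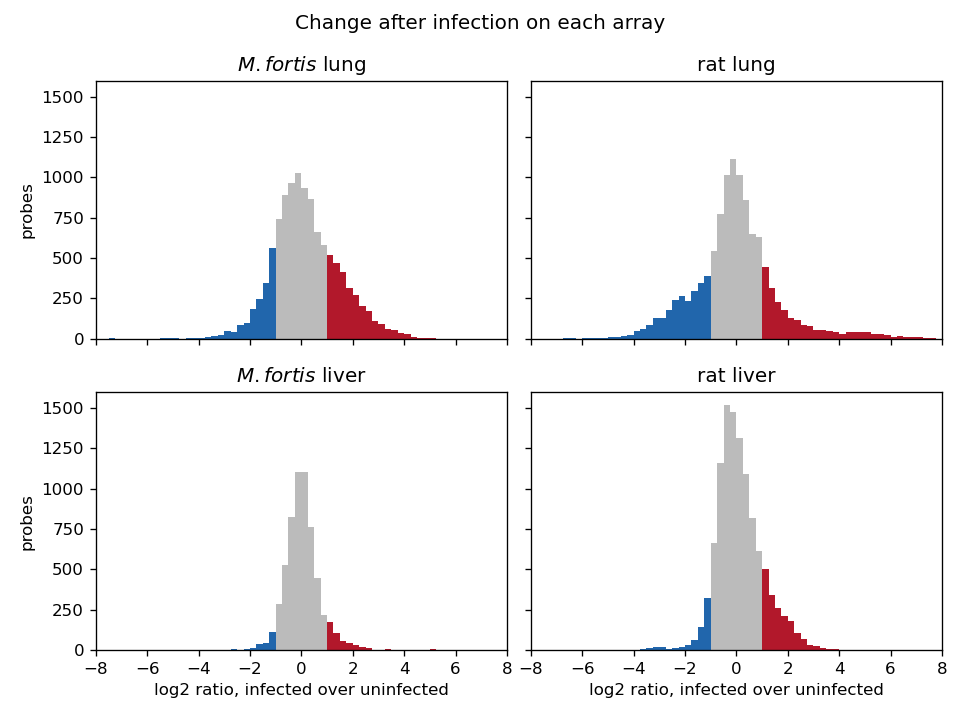
Number of probes (vertical axis) by log2 ratio of infected over uninfected tissue (horizontal axis, shown from -8 to 8 in steps of 0.25) on the arrays of M. fortis and rat lung and liver. Probes more than 2-fold up are red and more than 2-fold down are blue, and the lung arrays are broader than the liver arrays, with standard deviations of 1.29 and 1.66 against 0.73 and 0.91.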

The homologous genes that were differentially expressed in the lungs and liver of three species were further analyzed by hierarchical cluster and reviewed using Treeview. These results demonstrated that most of these genes were significantly changed in the *M. fortis*, mildly altered in rats and there was almost no difference among the mice. 

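Genes that changed in M. fortis lung changed in different directions on the rat lung array. Liver RNA in the infected channel of that array was not excluded. Of 1388 probes that changed at least 2-fold in the lungs of both species, 39.8% went the same way, and 607 were up-regulated in M. fortis and down-regulated in rats. Lgals3, a galectin of macrophages, had log2 ratios of 1.14 in M. fortis lung and -3.21 in rat lung, and Thbd, a thrombin-binding protein of endothelial cells, had ratios of 11.4 and 0.144. Eln, which encodes elastin, fell in both, with -2.29 and -3.11. The livers were closer, with 86.6% of 291 changed probes going the same way, among them Col3a1, a fibrillar collagen, at 2.24 in M. fortis and 1.43 in rats. Without the recurring spots, a choice made after the values were seen, it was 76.7% of 163 probes in the livers and 37.6% of 1255 in the lungs. Across all probes with a value on both arrays, Pearson's r was -0.10 between the lungs and 0.33 between the livers, and without the recurring spots -0.14 and 0.22. It was 0.60 between M. fortis lung and rat liver. These are correlations across probes, which are not independent replicates. Of 810 named genes that changed on the rat lung array, 54.0% rose. A larger share of liver markers rose there. Of 10 genes of bile acid and cholesterol metabolism with a value, 9 were up-regulated. The highest was Cyp7a1, the rate-limiting enzyme of bile acid synthesis, at 6.69.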

Gene expression analyses identified 1334 genes with clear differential expression in the lungs (Figure 3a and Table 3). 

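In M. fortis lung, 2744 probes were up-regulated and 1663 down-regulated after infection, and 1040 and 324 of them at least 4-fold. Without the recurring spots, a choice made after the values were seen, 213 in place of 324 were at least 4-fold down. Of 595 named genes that changed there, 65.2% rose. Of 9 proteasome subunits with a value, 6 rose and 3 fell, with log2 ratios of 2.52 for Psma1 and 1.90 for Psmd13. Of 8 chaperones and genes of the unfolded protein response, 6 rose and 1 fell, led by Canx, a chaperone of the endoplasmic reticulum, at 4.00. Of 10 genes of RNA splicing, 7 rose and 3 fell, from Sfrs3, a splicing factor, at 2.31 to Sfrs12 at -2.32. Ccl3 rose by 3.73 and Il1rn, the antagonist of the interleukin-1 receptor, by 1.70, while Cxcl1, which attracts neutrophils, fell by 1.06. Hmox1, the heme-degrading enzyme, rose by 1.85. Of 8 genes of fatty acid metabolism, 5 fell and none rose, including Lipe, the hormone-sensitive lipase, at -3.14 and Acads, a mitochondrial dehydrogenase of short-chain fatty acids, at -1.80. Outside this group, the fat cell hormone Adipoq was at -3.22 there and Fabp3 at -4.07. Scgb3a1, a secretoglobin of the airway lining, was at -3.13. Oxidative phosphorylation was split, with 6 of 11 members up, among them Uqcrc2 at 3.20, and 5 down, among them Atp5o at -1.82. The comparison with mice that the paper's count rests on was not repeated.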

Among the sequences, 650 sequences had their GO (gene ontology) functional annotations and the GO analysis was performed through DAVID online tool [11]. Examining the GO tree, the informative sequences can mainly be grouped into 16 groups (Figure 4a). This analysis revealed that the predicted biological functions of these genes were mainly related to immune system process (14%), transcriptional control (9%), cell adhesion and apoptosis (9%), etc. 

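In M. fortis liver, 466 probes were up-regulated and 236 down-regulated, with 89 and 25 of them at least 4-fold. Leaving out the recurring spots, chosen after the values were seen, gave 331 up-regulated and 193 down-regulated probes, and 50 in place of 89 at least 4-fold up. The highest log2 ratios among named genes were those of Rgs5, a regulator of G protein signaling found in pericytes, at 3.29, Fabp7, a fatty acid binding protein, at 2.35, and Sfxn3, a mitochondrial carrier, at 2.33. Ccl3 was at 2.25, Vim, the intermediate filament of mesenchymal cells, at 2.10, and Gas6, a ligand of receptor kinases that bind dying cells, at 1.92. Des, the muscle and stellate cell filament desmin, was at 1.79. The lowest were those of Tbccd1 at -4.37, of Adipoq at -3.74, of Igsf11 at -3.28 and of Retsat, a retinol saturase, at -3.02. Of 9 enzymes of drug metabolism and conjugation, 3 fell and 1 rose, with Cyp2d2 at -1.18, Ugt2b1 at -1.14 and Nqo1, an antioxidant quinone reductase, at 1.22. Of 8 genes of fatty acid metabolism, 4 fell and 1 rose, with Ech1, an isomerase of fatty acid breakdown, at -1.48. Fewer spots gave a value in this tissue than in any other, 20.7% of all spots, which limits how many genes can be followed.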

In the liver, 265 genes were found to have differential expression (Figure 3b) and 183 sequences had their GO functional annotations. This analysis revealed that around 2/3 genes are related with metabolism (33%), development (21%), cell proliferation and differentiation (12%) (Figure 4b). We then focused on analyzing the genes that were expressed similarly in the lungs and liver. Cluster analyses showed that 46 genes were significantly up-regulated in *M. fortis* while there was no change in these genes in mice after challenge with *S. japonicum* for 10 days (Figure 3c). 

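A total of 165 probes were up-regulated in both the lung and the liver of M. fortis and 90 were down-regulated in both. Leaving out the spots that recur throughout the array, a step chosen after the values were seen, gave 122 and 51. For 36 of the genes that Table S1 lists as up-regulated, exactly 1 spot had the table's ratios on 3 or more of the 4 rat-array columns, within 0.01. Their median ratio was 4.51 in M. fortis lung and 2.47 in M. fortis liver. In M. fortis lung the highest was Cd9, a tetraspanin of the cell membrane, at 31.7. Picalm, a clathrin adaptor, was at 21.2, Cmpk, a nucleotide kinase, at 16.0 and Pnrc2, a nuclear receptor coactivator, at 12.2. In M. fortis liver Clk1, a kinase of splicing factors, had 3.71 and Sdc4, a membrane proteoglycan, 3.43. In the deposited values the median ratio of the same 36 genes was 0.827 in rat lung, where 2 were at least 2-fold up and 11 at least 2-fold down, and 2.33 in rat liver, where 23 were at least 2-fold up. Among the 19 of them that equal Table S1 on all 4 columns, a subset chosen after the values were seen, the median in rat lung was 1.03, 1 was at least 2-fold up and none was at least 2-fold down. By its definition this subset drops genes whose rat lung ratio differs from Table S1, so it is no check on rat lung. On the rat lung array genes of the liver rose as well. The comparison with mice was not repeated.

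**Figure D2:**
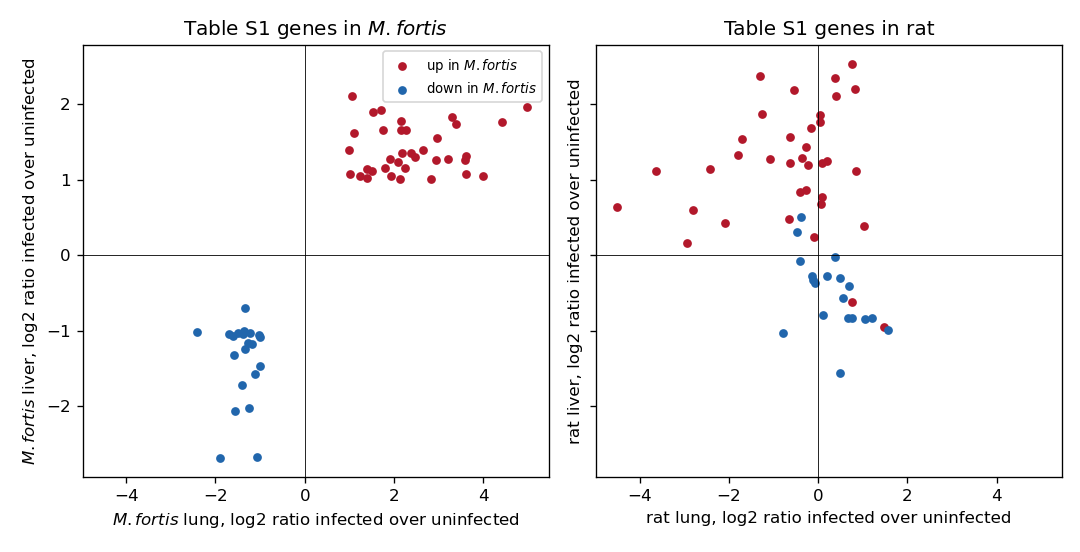
Deposited log2 ratio of infected over uninfected liver (vertical axes) against lung (horizontal axes) for the Table S1 genes paired with exactly 1 spot, in M. fortis on the left and in rat on the right. Each point is a gene, red where it is up-regulated and blue where it is down-regulated in M. fortis lung, and the 36 red genes, all to the right of 0 in M. fortis, lie on both sides of 0 in rat lung, with 22 of them under 0, among them 8 of the 19 that equal Table S1 on all 4 columns.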

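Pnrc1, a coactivator of nuclear receptors, had log2 ratios of 2.09 in lung and 1.24 in liver of infected M. fortis. Gpbp1, a transcription factor that binds GC-rich promoters, had 2.94 in lung and was just under the threshold in liver at 0.99, and Xbp1, the transcription factor of the unfolded protein response, had 1.39 and 1.14. Znrd1, a subunit of RNA polymerase I, had -1.49 and -1.03. C1qa, which encodes a chain of the first complement component, had 1.51 and 1.12. Psmb8, a subunit of the immunoproteasome that cuts antigens for MHC class I, had 1.06 and 2.11. In rats the deposited log2 ratios of Pnrc1 were -1.79 in lung and 1.33 in liver, and those of Xbp1 were -0.63 and 1.22. Msr1, C1ra and C1rb were not analysed here, since no spot could be paired with them.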

The prediction of biological function revealed that these genes were mainly linked to signal transduction (*Msr1 and Pnrc1*), gene transcriptional regulation (*Cnot2*, *Znrd1*, *Xbp1 and Gpbp1*) and the immune response (*C1qa*, *C1ra*, *C1rb*, *Psmb8 and Itgb2*). 

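For 21 of the genes that Table S1 lists as down-regulated in M. fortis, exactly 1 spot could be paired, and their median ratio was 0.393 in lung and 0.446 in liver. Nudt18, a hydrolase of oxidized nucleotides, had log2 ratios of -1.35 in lung and -1.24 in liver. Fkbp8, an immunophilin that binds BCL2, had -1.41 and -1.72, and Dap3, a protein of the mitochondrial ribosome, had -1.38 and -1.04. Genes of the respiratory chain were among the others, with Ndufb7 at -2.42 and -1.01 and Ndufa2 at -1.28 and -1.17. Ints1, a subunit of the integrator complex, had -1.07 and -2.67. In rats the same genes had a median ratio of 1.23 in lung, where 3 of 20 with a value were at least 2-fold up and 1 at least 2-fold down, and of 0.766 in liver, where 2 were at least 2-fold down and none was up. Among the 13 that equal Table S1 on all 4 columns, 1 was at least 2-fold up in rat lung and none at least 2-fold down. This subset too follows Table S1 by its definition and is no check on rat lung.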

Another 28 genes were significantly down-regulated in *M. fortis* but unchanged in mice, their predicted biological functions were mainly related to protein binding (*Nudt18 and Fkbp8*) and transferring enzyme activation (*Dap3 and Nudt18*) (Table S1). Table S2 shows all the changed expression genes in the three species.

**Figure 2:**
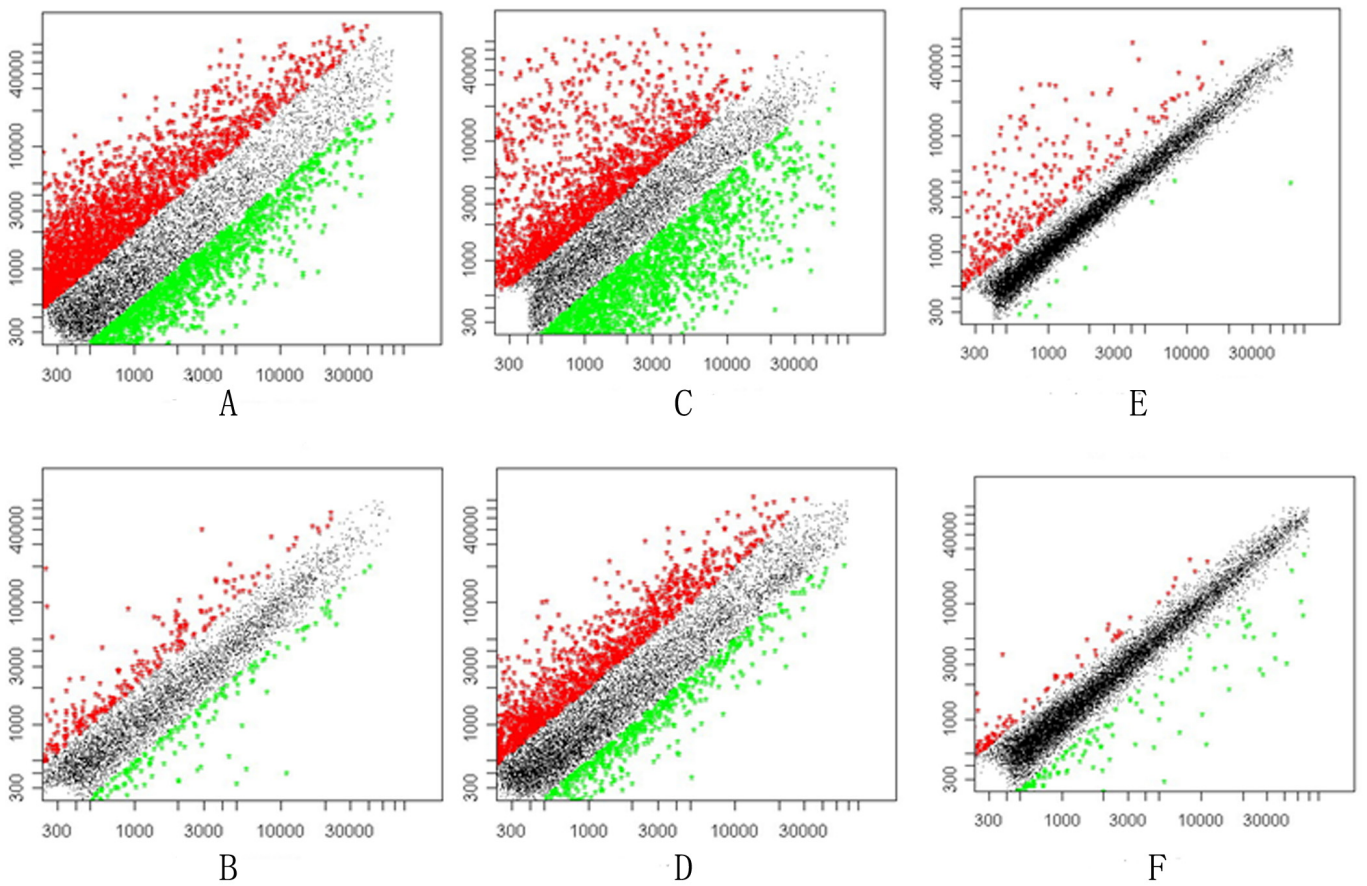
Scatter plot of microarrays. The Gene expression were measured by microarrays from (A) *M. fortis* lungs; (B) *M. fortis* livers; (C) rat lungs; (D) rats livers; (E) mice lungs and (F) mice livers.

**Figure 3:**
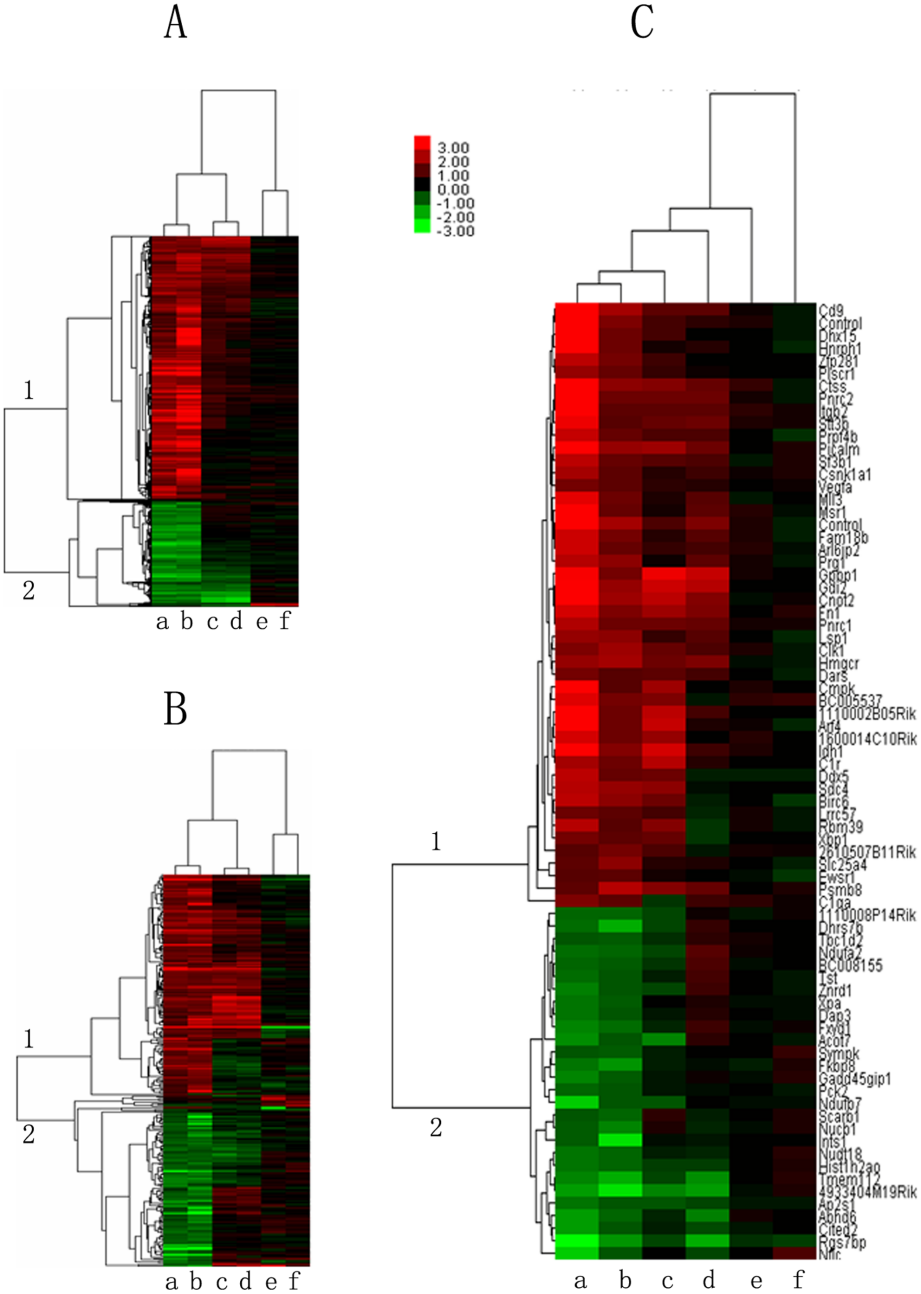
Gene expression analyses of *M. fortis*, rats and mice. (A) Dendrogram displaying the hierarchical clustering of the genes in the lungs of the three species according to the hybridization signals of 1334 probe sets detected (a–b, *M. fortis*; c–d, rats; e–f, mice). Columns correspond to the different lung samples in the same order as in the dendrogram. Rows represent the individual probe sets. For each probe set, red, green, and black indicate increased, decreased, and equal hybridization levels relative to the median, respectively. Hierarchical cluster analyses classified the probe sets into two different groups related to their species-specific hybridization pattern. Clusters 1 and 2 contained 1425 probe sets (1334 genes) with an *M. fortis*-specific hybridization pattern, and they include increased (cluster 1, 895 genes) and decreased (cluster 2, 439 genes) signals in *M. fortis* compared with rats and mice. (B) Hierarchy cluster analysis showing that 282 probe sets (265 genes) were identified as differentially regulated, which were increased (cluster 1, 155 genes) and decreased (cluster 2, 110 genes) in the liver of *M. fortis*, were relatively different in the rat liver and nearly fixed in the mouse. (C) Hierarchy cluster analyses showing gene changes in the liver and lung. The expression of 46 genes was increased (cluster 1)and 28 genes were decreased (cluster 2) in *M. fortis*, were relatively different in rats and were nearly fixed in mouse. (g, *M. fortis* lungs; h, *M. fortis* liver; i, rat lungs; j, rat liver; k, mouse lungs; l, mouse liver).

**Figure 4:**
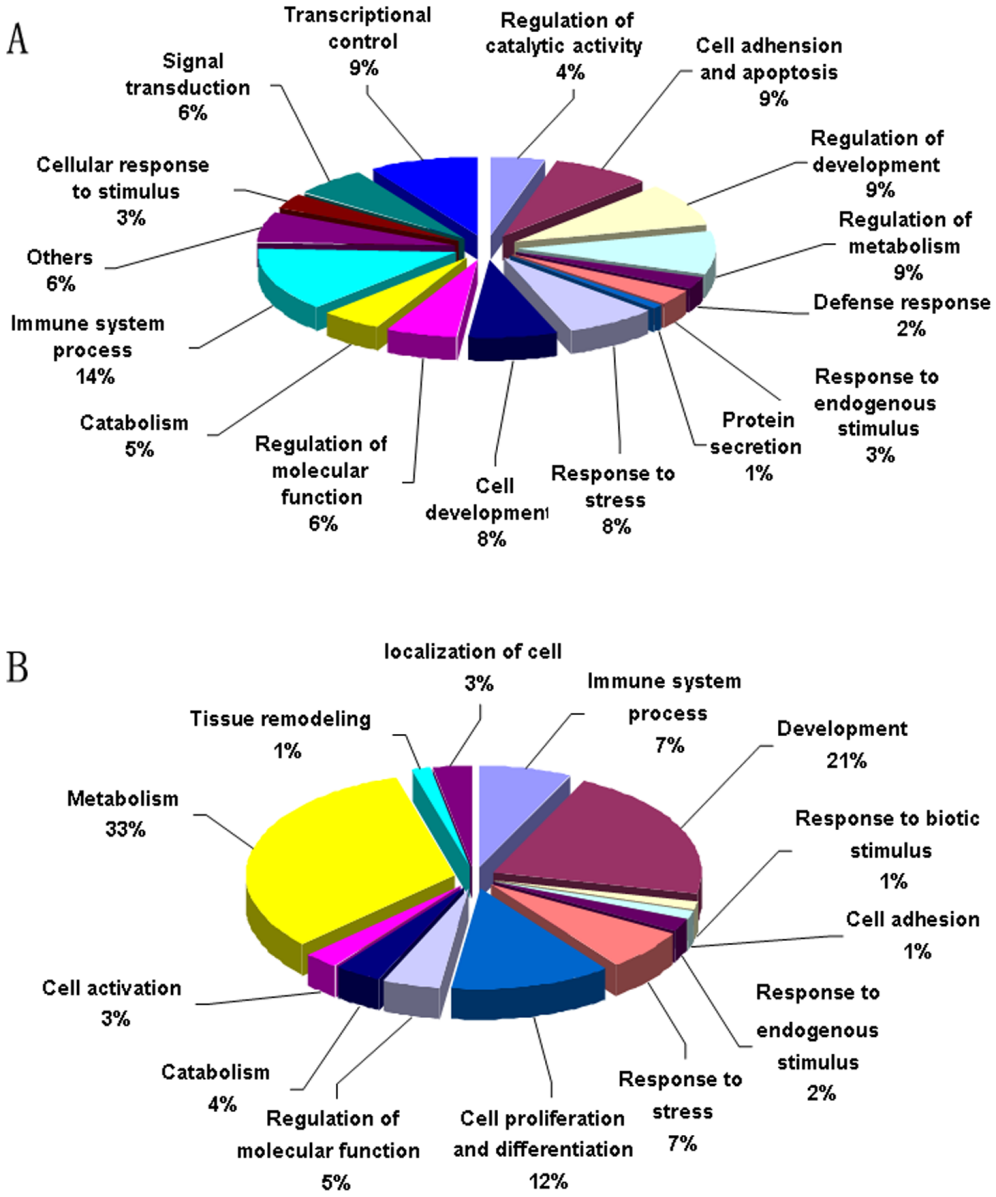
Distribution of major gene ontology categories of genes with differential expression in the three species. (A) In the lungs, the informative sequences can mainly be grouped into 16 groups. (B) in the livers, This analysis revealed that around 2/3 genes are related with metabolism, development, cell proliferation and differentiation.

**Table 2:** Comparison and analysis of gene expression profiles in the lungs and liver of animals uninfected and infected with *S. japonicum*.

group (infected/uninfected)	clones detected	percentage detected	up-regulated probe sets	up-regulated genes (SR≥2)	up-regulated genes (SR≥4)	up-regulated probe sets	down-regulated genes (SR≤0.5)	down-regulated genes (SR≤0.25)
***Lungs***								
*M. fortis*	10600	39%	2678	1858	990	1478	1049	212
Rat	10528	39%	1980	1582	872	2306	1719	1068
Mouse	14208	40%	364	290	140	16	13	3
***Liver***								
*M. fortis*	5412	20%	330	248	51	190	172	24
Rat	10462	38%	1655	1313	381	540	426	48
Mouse	13654	38%	111	95	11	179	109	38

**Table 3:** The expression changes in genes in the lungs and liver of *M. fortis* and of mice.

	*Lungs*		*Liver*		Homologous b/w lungs & liver	
Expression changes b/w species	probe sets	genes	probe sets	genes	probe sets	genes
Upregulated in *M. fortis*, unchanged in mice	952	**895**	167	**155**	50	**46**
Unchanged in *M. fortis*, downregulated in mice	2	2	7	6	0	0
Upregulated in *M. fortis*, downregulated in mice	1	1	5	5	0	0
Upregulated in mice, unchanged in *M. fortis*	55	52	18	17	0	0
Unchanged in mice, downregulated in *M. fortis*	473	**439**	115	**110**	29	**28**
Upregulated in mice, downregulated in *M. fortis*	19	17	2	2	0	0

### Analysis of the immune-, development- and apoptosis-associated genes

Further analyses of the differential expression of genes revealed that some immune-associated genes and apoptosis-promoting genes in *M. fortis* infected with *S. japonicum* for 10 days were up-regulated, including non-specific immune-related genes (*C1qa*, *C8a* in lungs and *Irf7* in liver) and specific immune-related genes (*Cgr1*, *Cgr3* in lungs and *Cd74* in livers), as well as some apoptosis-promoting genes (*Pdcd6*, *Casp7* and *Tyk2*). 

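Of the immune-associated genes with a pairing, Cd74, the invariant chain of MHC class II, had a log2 ratio of 1.09 in M. fortis liver and -0.60 in M. fortis lung. Its log2 ratio in rats was -3.71 in lung and 0.50 in liver. Among complement genes, Masp2, a protease of the lectin pathway, rose by 2.43 in M. fortis lung and C4b by 1.19, while Cfb, of the alternative pathway, fell by 1.22. In M. fortis liver C4bpa, a regulator of the classical pathway, rose by 1.37 and C1qb by 1.19. Mx1, an interferon-induced antiviral GTPase, rose by 1.17 in M. fortis liver, and Psmb9, another subunit of the immunoproteasome, by 1.22. RT1-A3, of MHC class I, rose by 1.41 in M. fortis lung, and Calr, a chaperone of its loading, fell by 1.33. Rats showed a contrast between tissues in the same group. Of 8 genes of MHC class I presentation with a value in rat lung, 7 fell and none rose, with B2m, the light chain of MHC class I, at -2.61, whereas in rat liver 4 of 5 rose, with B2m at 1.71. Of all 386 named genes that changed in rat liver, 70.2% rose. On the rat lung array 6 of 7 acute phase genes, which the liver makes, rose. C8a, Irf7, Cgr1, Cgr3, Pdcd6 and Tyk2 were not analysed here, since no spot could be paired with them.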

At the same time, a few development-associated genes (*Thra*, *Thrsp*, *Hsd11b1* in lungs and *Igf1* in livers) were down-regulated in *M. fortis*.

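Of 4 genes of the thyroid, steroid and growth hormone axis with a value in M. fortis lung, 3 fell and none rose. Igfbp2 and Igfbp1, which bind insulin-like growth factors, had log2 ratios of -1.56 and -1.12, and Igf1r, their receptor, had -1.06. In M. fortis liver Igfbp1 rose by 1.19, and Tshb, the beta chain of the thyroid-stimulating hormone, was at -1.75. In the lung of rats the direction was the opposite. Of 6 genes of this axis with a value in rat lung, 6 rose, with Ttr, the carrier of thyroid hormone made by the liver, at 5.17 and Igfbp1 at 4.94, and in rat liver 4 of 5 rose, with Igfbp1 at 3.99 and Serpina7, the thyroxine-binding globulin, at 3.15. On the rat lung array 19 of 19 genes of glucose and amino acid metabolism of the liver rose as well, with Tdo2, which degrades tryptophan, at 6.87. Thra, Thrsp, Hsd11b1 and Igf1 were not analysed here, since no spot could be paired with them.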

### Conjecture and analysis of the mechanisms against schistosome infection in the three host species

Further analyses of gene expression suggested that the lungs and liver of the three different hosts may have different response mechanisms to schistosome infection, such as signaling through Jak-STAT, VEGF, or Notch, as well as the FcεRI signaling pathways in *M. fortis*, the complement cascade in rats and interaction among a variety of cytokines (mainly chemokines and TNF) and Ca2 ^+^ signaling pathways in mice.

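Signaling genes of the VEGF, Fc epsilon RI and Notch groups went in both directions in M. fortis lung. Of 7 genes of VEGF signaling with a value, 4 rose and 2 fell, with Rac1 at 1.75 and Map2k1 at 1.69. Of 6 genes of the Fc epsilon RI group, 4 rose and 2 fell, with Mapk9 at 2.80 and Pla2g4a, which releases arachidonic acid, at 2.53. Of 3 genes of Notch signaling, Lfng, which modifies Notch, had 1.95, Hdac2 had 1.30 and Psen2, of the gamma-secretase complex, had -1.53. In rat lung the Fc epsilon RI group fell, 6 of 6 genes, with Alox5ap at -3.70, and 5 of 6 genes of VEGF signaling fell, with Flt1, a VEGF receptor, at -1.25. Complement genes rose in rat lung, 7 of 9 with a value, and 2 fell. C4bpb, a regulator of the classical pathway, was at 6.60, C8b, of the membrane attack complex, at 5.24 and Mbl1, a mannose-binding lectin, at 4.82. In rat liver 4 of 6 rose, with C4b at 1.88 and Masp1 at 1.45. The liver makes most plasma complement, and on the rat lung array 15 of 19 cytochrome P450 and conjugation enzymes rose too, with Cyp4a1 at 5.97. Chemokines and their receptors fell in rat lung, 11 of 11, with Ccl2 at -4.85 and Cxcl10 at -4.45, and in rat liver 5 of 8 rose, with Cxcl10 at 2.89. From analyses of gene expression, the paper proposes that lungs and liver of the hosts may respond to the parasite by different mechanisms. Mouse arrays were not analysed here, so the pathways the paper names for mice were not examined in that host.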

### Confirmation with Real-time RT-PCR

Real-time RT-PCR was used to quantitate the expression of six genes from 74 genes with differential expression in the lungs and livers of the three rodent species (Table S1). 

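In the deposited values Psmb8 had a ratio of 0.306 in rat lung and 2.92 in rat liver, and Cnot2, a subunit of the CCR4-NOT deadenylase complex, had a ratio of 4.57 in rat liver. Prpf4b, a kinase of pre-mRNA splicing, had ratios of 2.38 and 2.29 in M. fortis lung and liver and of 0.978 and 1.91 in those of rats. C1r, a protease of the first complement component, had 3.74 in M. fortis lung, 2.43 in M. fortis liver, 1.33 in rat lung and 4.33 in rat liver. Nudt18 had 0.752 in rat lung and 0.947 in rat liver. Fxyd1, a regulator of the sodium pump, had 0.332 and 0.399 in M. fortis lung and liver. Abhd6 was not analysed here, since no spot could be paired with it. The array also holds β-actin, which serves as the internal control of the PCR. Over its 11 spots the median ratio was 10.5 in M. fortis lung, 0.196 in rat lung, 2.94 in M. fortis liver and 4.72 in rat liver, with the spots of M. fortis lung between 5.58 and 18.8 and those of rat lung between 0.152 and 0.234.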

Three PCRs with *Psmb8* in rat lung, *Cnot2* in rat liver and *Prpf4b* in *M.fortis* lung produced products that were relatively under-expressed compared with the microarray data while a PCR amplification of *Abhd6* in rat lung was relatively over-expressed. The remaining amplicons obtained by Real-time RT-PCR all correlated well with the fold changes generated from the microarray analysis (Figure 5).

**Figure 5:**
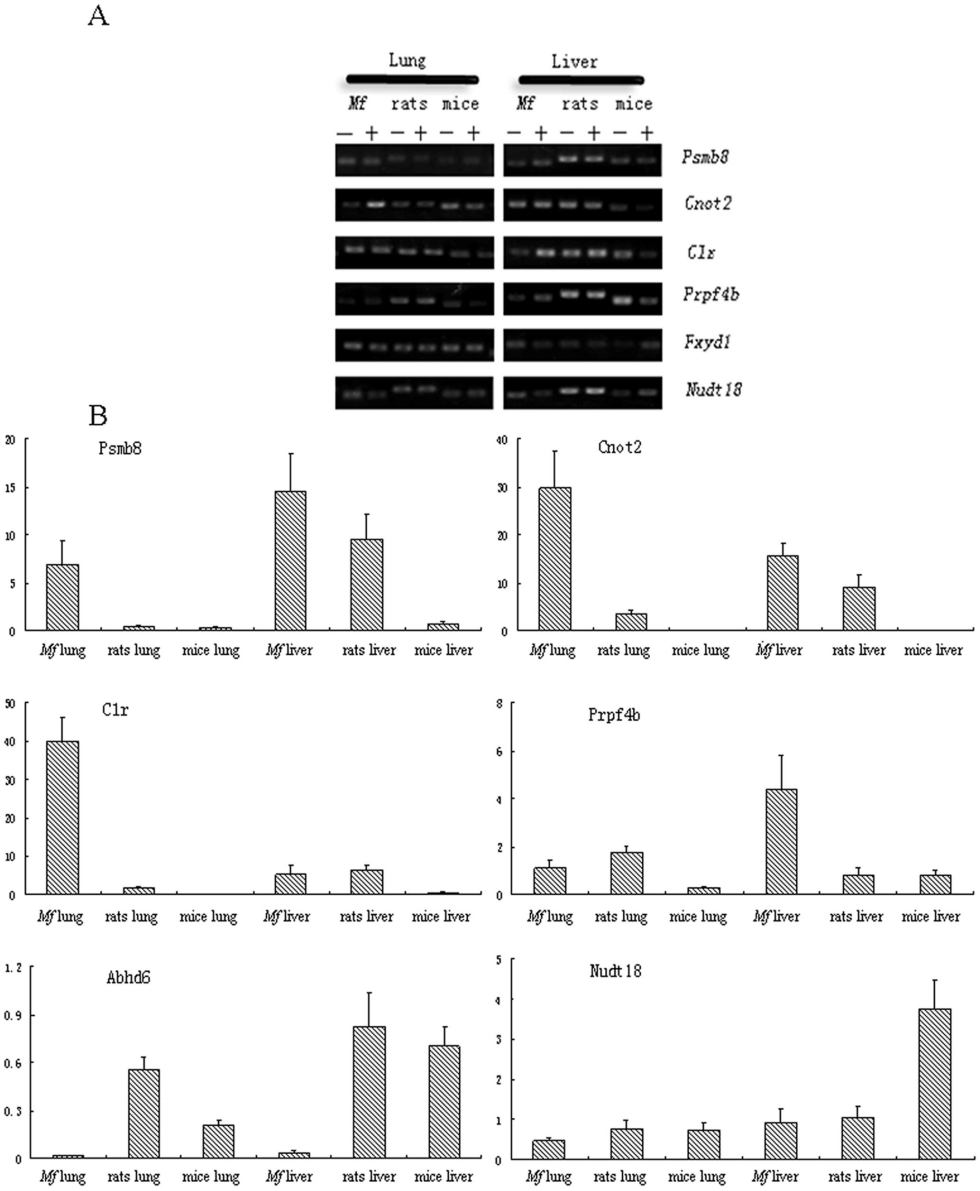
Result of real-time RT-PCR confirmation of gene chip data. (A) The mRNA level was measured using RT-PCR and the same sample utilized for the microarray analyses. The amplification reactions were cycled for 30 cycles. −, Uninfected group; +, Infected group. (B) The same reactions were performed in a real-time system. These six histograms presented the expression data for six genes (Psmb8, Cnot2, Clr, Prpf4b, Abhd6 and Nudt18) from 74 genes with differential expression in the lungs and livers of the animals separately.

## Discussion

Mice are susceptible to *S. japonicum* while rats are non-susceptible and *M. fortis* is a non-permissive host. After infection with cercarie under laboratory conditions, the developmental rate of *S. japonicum* in mice and rats was around 65% and 15%, respectively. Most of schistosomula were dead in *M. fortis* by 15 days post-infection. Previous studies have demonstrated that no pathological changes are seen in the lungs or liver of infected *M. fortis* compared to uninfected controls as far out as 42 days post-infection [8], [12]. Since the three types of hosts have different genetic, physiological and biochemical characteristics, they provide distinct living environments for the schistosomes that directly and indirectly influence the development and survival of the worms. The current paper analyzed and compared the differences between the infected and uninfected animals at the tissue, cell and gene expression level among the three species in order to understand more regarding the mechanisms of the development of schistosomes and of the anti-schistosome response in *M. fortis*.

Studies evaluating the histiocytic reaction against the trematodes, *Paragonimus Westermani*, in non-susceptible hosts demonstrated that the inflammatory cells surrounding the organism included a large number of eosinophils, as well as some neutrophils, macrophages and mast cells, in the muscle tissue of challenged rats [13]. He et al. examined the dermal reaction in eight host species that were primarily infected with *S. japonicum* and reported that the schistosomulum in the skin of birds and other non-susceptible hosts were surrounded by an eosinophil infiltrate predominantly, while there was only a light reaction, mediated by a few infiltrating neutrophils, in the skin of susceptible hosts [14]. Our study revealed that the lungs and liver of *M. fortis*, rats and mice display different characteristics when they were challenged with *S. japonicum* for 10 days. In *M. fortis*, the lungs contain a large number of eosinophils and lymphocytes effused around bronchial and blood vessels and the bronchial mucosa and surrounding tissue was edematous. In the liver of *M.fortis*, schistosomulum were surrounded by an inflammatory infiltrate composted mainly of eosinophils and a small number of neutrophils, macrophages and other cells. Liu et al. established a test for evaluating the killing effect of the immune response in *M. fortis* to schistosomulum in vitro using antibody-dependent cell-mediated cytotoxicity (ADCC) [15]. They found that, after incubating macrophages and eosinophils from *M. fortis* or from mice with *S. japonicum*-infected sera or normal sera for 6 h, there were many more cells binding to the schistosomulum in the cultures containing granulocytes from *M. fortis* than those containing mouse-derived cells. The results indicated that macrophages and eosinophils from *M. fortis* were capable of more strongly adhering to schistosomulum naturally, and that eosinophils may be one of the important effector cells for killing schistosomes in *M. fortis* and other non-susceptible hosts. *M. fortis* and rats, both of which are resistant hosts to *S. japonicum*, developed a stronger immune response and more severe pathological lesion in response to the schistosomes than mice during the early phase of the infection; this may be one of the main reasons *M. fortis* is not permissive to *S. japonicum* infection.

The changes in the splenic T lymphocyte subsets in *M. fortis*, rats and mice seen 10 days post-schistosome infection were compared in this study using FCM to characterize the cellular immune function. T cell subsets are important for the host's immune defense against infection. CD4^+^ T cells can regulate the activity of the immune response, determining B cell antibody class switching and secreting cytokines. CD8^+^ T cells are essential in immune suppression and cell toxicity. Alterations in the CD4^+^ and CD8^+^ T cell ratio resulting from a decrease or increase in CD4^+^ or CD8^+^ T cells number could lead to defects in immune function. The dynamic equilibrium of CD4^+^ and CD8^+^ T cell ratio determines the immune status and immune competence of the host, and a decrease of the CD4/CD8 ratio is generally observed in response to a variety of diseases in humans and animals [16]. Caldas et al. reported that elevated numbers of both CD4^+^ and CD8^+^ T cells and a reduction in the CD4^+^/CD8^+^ T cell ratio was observed in patients with acute schistosomiasis, this is in agreement with our results from the susceptible host, mice [17]. However, the non-susceptible host, the rat, displayed a significant increase in the percentage of CD4^+^ T cells and a significant reduction in the percent of CD8^+^ T cells, as well as an increase in the CD4^+^/CD8^+^ T cell ratio, in infected rats compared to uninfected animals. These results suggested that the changing of CD4^+^/CD8^+^ T cell ratio might impact susceptibility to *S. japonicum* infection. Furthermore, since lacking a specific T cell monoclonal antibody against *M. fortis*, we tried to analyze T cell subsets in the tissue from these animals using fluorescently-conjugated anti-rat monoclonal antibodies, and few fluorescent signals were detected by FCM as the difference of interspecies lead to the failure of antibody-antigen binding.

Microarray analyses revealed that, 10 days post-infection with *S. japonicum*, the gene expression profiles in the lungs of the non-susceptible hosts, *M. fortis* and rats, and in the susceptible host, mice, were different from the uninfected animals; this was consistent with our previous microarray results between uninfected M.fortis and mice and those challenged with *S. japonicum* for 7 d [18]. The identification of the genes changed in the lungs of *S. japonicum*-infected *M.fortis* provided information of the biological processes and biochemical pathways that were different in three species lungs. Interestingly, compared with the infected mice, there were a larger number of immune-associated genes upregulated in *M.fortis*, including *Ptprc*, *Tnfr1*, *C1qa*, *C8a*, C*gr1* and *Cgr3*, which may play an important role in immune response against schistosomes. 

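Of 7 named T cell markers, 3 had a value in M. fortis lung, and these 3 rose. Ptprc, the CD45 phosphatase of leukocytes, had a log2 ratio of 1.99, Gzmk, a granzyme of cytotoxic lymphocytes, 2.10, and Coro1a, an actin regulator of leukocytes, 2.05. In rat lung 7 of 7 T cell markers fell, among them Ptprc at -3.00, Gzmk at -3.38, Cd8a, a chain of the CD8 coreceptor, at -3.42 and Prf1, which encodes perforin, at -3.16. Of 7 macrophage markers with a value in rat lung, 6 fell, with Fcgr2b, an inhibitory Fc receptor, at -3.55, and 1 rose, Clec4f, the lectin of Kupffer cells in the liver, at 5.35. Neutrophil genes fell there too, 3 of 3, with Cybb, of the phagocyte oxidase, at -2.84, which in rat liver was at 2.40. The paper's histology found some inflammatory cells near vessels and bronchi of infected rat lung, while most of these markers fell. Liver RNA in the infected channel of the rat lung array was not excluded. Tnfr1, C8a, Cgr1 and Cgr3 were not analysed here.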

The further analyses showed the response mechanisms to schistosome infection including members of the Jak-STAT and Notch signaling pathways. The Jak-STAT pathway is responsible for numerous physiological responses including hematopoieis, immune responses and development in mammals [19], [20]. 

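Of 9 named genes of Jak-STAT signaling, 6 had a value in M. fortis lung, and these 6 rose after infection. Socs1, a feedback inhibitor of cytokine signaling, had a log2 ratio of 3.90, Jak2, a cytokine receptor kinase, 3.62, Ifngr2, a chain of the interferon gamma receptor, 2.03, and Socs2, an inhibitor of growth hormone signaling, 1.86. In rat lung 7 of 8 fell and none rose, with Socs1 at -4.39, Jak2 at -2.44, Ifngr2 at -2.18 and Socs2 at -1.24. In rat liver 4 of the 9 had a value and these 4 rose, with Socs2 at 1.87, Ifngr2 at 1.79 and Jak2 at 1.21. On the rat lung array the plasma proteins Hrg and F2, made by hepatocytes, rose by 6.57 and 5.93. Jak1, Grb2, Ptpn6 and Myc were not analysed here.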

The pathway is known to be activated by a large number of cytokines factors and plays an essential role in their signal transduction (*Jak1*, *Jak2*, *Stat*, *Grb2*, *Ptpn6*, *Myc*, *Socs2*, etc.). In more recent years, investigators found increasing evidence that Notch plays important roles during T cell-mediated immune responses, in particular for the regulation of T helper cell differentiation (*Psen1*, *Adam17*, *Hdac1*, *Ncstn*, etc.) [21], [22]. In the liver of the infected *M. fortis*, many nonspecific and specific immunity-related gene were also upregulated. Finding known, well-characterized genes, such as *Paf*, *Cd74*, *Il3*, *Ly6e*, *Irf7*, etc.Our observations in the current study suggests that the significant differences in immunopotency among the three host species may be closely related to the differential expression of the above mentioned immune-associated genes. 

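Itgb2, the beta chain of the leukocyte integrins, had a ratio of 12.3 in M. fortis lung and 2.12 in M. fortis liver after infection. In rats its deposited ratio was 0.185 in lung and 2.20 in liver. Cnot2 had a deposited ratio of 9.89 in M. fortis lung, 3.57 in M. fortis liver and 0.690 in rat lung. On the rat lung array Apob, the main protein of low-density lipoprotein made by the liver, was at a log2 ratio of 6.19. Ctss was not analysed here, since no spot could be paired with it.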

Remarkably, after infected with schistosomes, three immune-associated genes, cathepsin S (*Ctss*), chemokine receptor-NOT transcription complex 2 (*Cnot2*) and integrin β2 (*itgb2*) are apparently up-regulated in both the lungs and liver of non-schistosome susceptible hosts, *M. fortis* and rats; they are significantly upregulated in the lungs of these hosts. In contrast, there is almost no change in the lungs of schistosome-susceptible mice. For example, *Ctss* is one type of aminothiopropionic acid cathepsin that is mainly expressed in antigen presenting cell participated the positive selection of CD4^+^ T cells and MHC class II-mediated antigen presentation through both degradation of the endocytic protein antigen and the invariant chain processing pathway [23], [24]. *Cnot2* involves in the migration of lymph cells [25]. *Itgb2* is only expressed in leukocytes, where it functions in the killing activity of cytotoxic T cells, natural killer cells and lymphokine-activated killer cells [26]. Based on our results, the upregulation of the expression of some non-specific immune-related genes in both *M. fortis* and rats infected with *S. japonicum* may also be another mechanism by which the non-susceptible hosts impacts the development, maturation and survival of *S. japonicum*; this may also be one of the underlying molecular mechanisms mediating the natural resistance displayed by *M. fortis* to *S. japonicum* infection.

In addition, in the tissue from *M.fortis* infected with *S. japonicum* for 10 days, a class of apoptosis-promoting genes were upregulated, including programmed cell death 6 (*Pdcd6*), caspase 7 (*Casp7*) and tyrosine protein kinase 2 (*Tyk2*). 

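Genes that promote apoptosis went in both directions in M. fortis lung. Gadd45a, a stress response gene, had a log2 ratio of 1.96, while Bik, a BH3-only protein, was at -1.88 and Casp6, an effector caspase, at -1.46. Ier3, which restrains apoptosis, was at 1.63. In rat liver 4 of 5 genes that promote apoptosis rose, with Pdcd4 at 2.66 and Bid at 1.44. In rat lung, on whose array genes of the liver rose, 2 of 5 genes that promote apoptosis rose and 1 fell, and 3 of 3 genes that restrain apoptosis fell, with Birc3, an inhibitor of apoptosis, at -2.36 and Cflar, an inhibitor of caspase activation, at -2.22.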

In general, these molecules recognize the programmed apoptosis protein receptors presented on the surface of aging or pathological cells, activate a series of intracellular signal transduction pathways and eventually lead to cell death. Jia et al. presumed that the role of these proteins in *M. fortis* might be to initiate the programmed cell death of the schistosome [27].

Other novel findings of our study included development-associated genes expressed in the lungs or liver of *M. fortis* infected with *S. japonicum* that were significantly downregulated, including *Thra*, *Thrsp*, *Hsd11b1* and *Igf1*. The studies published by Hu et al. on the *S. japonicum* genome indicated the schistosomes need to use hormones and growth factors from hosts to support and promote their own growth and development during the parasitic process [28]. The downregulation of these development-associated genes in *M. fortis* may be an important reason why *S. japonicum* cannot survive or mature in this species. The thyroid hormone receptor alpha (THRα) and thyroid hormone responsive protein (THRSP) have important roles in improving the metabolic rate, increasing oxygen consumption and promoting growth and development. Saule et al. found that mice with hypothyroidism, infected with *S. mansoni*, had reduced parasite maturation, in spite of sex differentiation, and the worms became smaller [29]. Conversely, mice infected with *S. mansoni* and treated with thyroxine had increased worm numbers, and the worms grew larger, matured earlier and laid more eggs. Brigg's study indicated that *S. mansoni* could make use of steroids from hosts and converted them into metabolic products [30]. The number of eggs laid by schistosomes could be affected when steroidal hormones are inhibited. Torpier et al. found that a high concentration of free steroid aggregated the lung-stage schistosomulum and polarity of the ecdysone steroid hormone in *S. mansoni*, mainly around the vitelline gland. Changes in steroid concentration throughout the parasite life cycle may be the result of biosynthesis or metabolism of absorbed or stored hormone. The biosynthesis of steroids has not been detected in schistosomes in vivo, but *S. mansoni* has a steroid-molting polarity connection. Insulin-like growth factor 1, also known as growth hormone stimulin C, is an important regulatory protein in cell growth and differentiation. Hu et al. found that *S. japonicum* shares some sequences with humans and mice for the insulin receptor or insulin-like growth factor 1 receptor and inferred that *S. japonicum* could accept host hormone signals for the induction of cell proliferation and development [28]. The downregulated genes, including *Thra*, *Thrsp* and *Hsd11b1* in the lungs and *Igf1* in liver of the *M.fortis* infected with schistosomes for 10 days, demonstrated that thyroid hormone does not simply influence the development of schistome through the metabolic process but it may also combine with steroids, insulin or other molecules to form an environment suitable for the development and survival of schistosomes. Thus, the role of some of these development-associated genes may be indirect. Therefore, the growth inhibition of *S. japonicum* in *M. fortis* may be related to not only the upregulation of some specific or non-specific immune-related genes, but also to the downregulation of some molecules to attempt to prevent *S. japonicum* from using proteins needed for growth and development that originate in its host.

These findings will be helpful in elucidating the key molecules active against *S. japonicum* in the *M. fortis* and for understanding more about the relative mechanism of *S. japonicum* infection and about the interaction between *S. japonicum* and their hosts. These research efforts should be intensified in the future to confirm the biological function of the differentially expressed genes in the hosts and to learn more about the molecular mechanisms of schistosome infection.

## Materials and Methods

### Animal and cercariae infection

Eight weeks old of SPF (Specific pathogen free) *M. fortis* (male, 60 g) were purchased from Shanghai Xipu'er-bikai Experimental Animal Co., Ltd. (Shanghai). SPF Wistar rats (8 weeks, male, 150 g) and BALB/c mice (8 weeks, male, 20 g) were purchased from the Shanghai laboratory animal center at the Chinese Academy of Science (Shanghai). They were raised in a sterilized room and feed sterilized food and water. *S. japonicum* cercariae (Chinese Strain) were obtained from the snail-maintaining room at the Shanghai Veterinary Research Institute, Chinese Academy of Agricultural Sciences. Twelve of each rodent species were randomly divided into four groups of three for each species. Each of the Mf, rat and mouse in group A was challenged with 3000, 2000 and 200 cercariae of *S. japonicum* respectively, and the animals in group B were regarded as the uninfected control. The Infection experiment was repeated once with group C (infected) and group D (control). All animal care and procedures were conducted according to the guidelines for animal use in toxicology. The study protocol was approved by the Animal Care and Use Committee of the Shanghai Veterinary Research Institute, Chinese Academy of Agricultural Sciences.

### Collection of tissue samples and preparation of paraffin sections

The animals were sacrificed 10 days post-infection and the lungs, liver and spleen were harvested. The lungs and liver were cut into 1.5 cm×1.5 cm×0.3 cm pieces for sectioning and the remainder of the tissue was preserved in liquid nitrogen for RNA isolation. The pieces were fixed in 10% formalin after washing with PBS. Then, the formalin-fixed samples were dehydrated in ethanol, cleared with xylene and embedded in paraffin wax. Sections (6-µm thick) were stained with hematoxylin and eosin and observed using a light microscope. The spleens were excised aseptically and preserved in PBS for analysis of the T cell subsets.

### Detection and analysis of spleen T lymphocyte subsets

The splenocytes of six *M.fortis*, six rats, and six mice were mechanically fragmented and placed in a petri dish containing 5 mL RPMI1640 medium supplemented with 10% fetal calf serum. The cell suspension was filtered through a 200 µm mesh stainless steel filter. To remove red blood cells, the pellets were resuspended in 3 mL TRIS ammonium chloride (0.144 M NH4Cl, 0.017 M TRIS, pH 7.2) and washed twice [31]. Vital cells were counted by means of trypan blue dye exclusion staining and adjusted to 5×10^6^ cells/mL in fluorescence-activated cell sorter (FACS) buffer (PBS, 1% FCS, 0.1% sodium azide, 5% normal mouse serum). The procedure for flow cytometry (FCM) staining has been described [32]. Briefly, the rats and *M. fortis* splenocytes were stained with fluorescein (FITC)-conjugated anti-rat CD4 and phycoerythrin (PE)-conjugated anti-rat CD8 and mouse splenocytes were stained with FITC-conjugated anti-mouse CD4 and PE-conjugated anti-mouse CD8. The cells were examined using a FACSCalibur flow cytometer (Becton Dickinson, San Josè, CA). FCM data analyses were performed using CellQuest software and different data management procedures were applied depending on the sample staining. Paired samples *t*-test was used to examine differences in values between different groups, and values in the text are mean ± Std. A value of *p*<0.05 was regarded as significant difference.

### Isolation of total RNA and RNA fluorescent labeling

Total RNA was isolated from the livers and lungs of each experimental animal using the TRIzol Reagent (Invitrogen). The integrity and concentration of RNA were evaluated by formaldehyde gel electrophoresis and ultraviolet spectrophotometry, respectively. For the synthesis of the cDNA by reverse transcription, 5 µg total RNA was used as the template. The cDNA was further amplified and cRNA was synthesized in vitro. The cDNA probes from the tissue of control group were labeled with dCTP-Cy5, while those from the infected mice group were labeled with dCTP-Cy3.

### Microarray hybridization and data analysis

Microarray analysis was carried out by Capital Bio, Ltd., Beijing, China. The mouse oligonucleotide arrays applied in this study contained 35,825 probe sets, representing 25,051 different genes, and the rat oligonucleotide arrays contained 26,962 probe sets, representing 22,012 different genes. The labeled cDNA was dissolved in 80 µL hybridization solution (3× SSC, 0.2% SDS, 5× Denhart's and 25% formamide) at 42°C overnight. The hybridized chips were washed at 42°C for 5 min with 2× SSC containing 0.2% SDS and then washed with 0.2× SSC at room temperature for 5 min, before being dried at room temperature for scanning. All reagents used in this procedure were provided in the Chip Hybridization Kit purchased from the Capital Bio corporation. The chips were scanned using a LuxScan 10K/A dual channel laser scanner (Capital Bio) and each was technically repeated by fluorescence exchange. The acquired images were analyzed using LuxScan 3.0 (CapitalBio), then, the overall data was normalized using Lowess regression. Every gene had a three-repeated ratio and was analyzed using the SAM software [33]. The false discovery rate (FDR) was controlled under 5%. The differentially expressed genes were defined by an increase or decrease two-times the control level as upregulation or downregulation, respectively, and analyzed using the CLUSTER and TREEVIEW software.

### Database Accession Numbers

Microarray data was generated in conformity to MIAME guidelines and has been deposited in the GEO database under accession number GSE21703.

### Real-Time RT-PCR analysis

Six genes from the different categories of differentially expressed genes were chosen to further verify the reliability of the chip results by real time RT-PCR using the DNA-binding dye SYBR green I according to the manufacturer's instructions. PCR primers were designed using sequences that were conserved among the three species and primers for β-actin were used as an internal control for normalization (see Table 4). We isolated the RNA samples from six of each infected and uninfected rodent species respectively, and the genes of interest and the housekeeping control β-actin from each sample were amplified for RT-PCR analysis in triplicate in this test. The thermal cycling protocol involved 2 minutes at 95°C, followed by 40 cycles at 95°C for 10 s, 55°C for 5 s and 72°C for 15 s. Relative quantification of gene expression was calculated as the infected sample divided by the non-infected sample 2^−ΔΔCT^ after normalization against expression. The analysis of real-time PCR was performed using the Rotor-Gene 3000A Dual Channel Multiplexing System (Corbett Research), and PCR amplifications were confirmed by electrophoresis. The result of the real-time RT-PCR was quantitatively analyzed using the comparative threshold method.

**Table 4:** Information on the primers used for quantitative real-time PCR.

	Rat			Mouse			
Gene symbol	Primer sequence (5′→3′)	Amplicon length	GenBank Accession No.	Primer sequence (5′→3′)	Amplicon length	GenBank Accession No.	Identity (%) Rat/mouse
*Actb*	CCACACCCGCCACCAGTTC GACCCATACCCACCATCACACC	167	CF111145	GAGGGAAATCGTGCGTGACATC GAACCGCTCGTTGCCAATAGTG	151	AC157380	
*Psmb8*	ACGGTTGGGTGAAAGTGGAGAG AGGGCTGGCTGAGTGAGAGG	230	NM_080767	CACAACCACACTCGCCTTCAAG GCCAACAGCCTCTCCCAGTAC	180	BC051450	90
*Cnot2*	CCCTGGGCTTCTTCACCTTGTC CCGCTCCTCCTTGTGGTATCTC	225	XM_576225	CACAAGGAGGAGCGGGTATGG TTGAAGGTGGATGGCAGGTGAG	182	BC090624	97
*C1r*	AGGTTTGTCCGTCTGCCCATAG ATCCCTCACCACACCCAATGC	229	XM_242644	CACCCAGACTACCGCCAAGATG TCCCGAATCCGCTGACATAACC	166	AF459008S4	91
*Prpf4b*	GCAGTGCTGGGTGGTTGATTTG AGGCAGGCTCAAGAAGGAACAG	180	XM_574012	TTGGTGTAGTCAGTGCCGAAGG CTATGCCACAGTTGCGATGCG	247	AF283466	96
*Fxyd1*	ATTACCACACCCTGCGGATCG GGTGGACAGACGGCGGATG	173	CK476741	ATTACCACACCCTGCGGATCG GGATGACAGACGGCGGATGG	173	BC024671	92
*Nudt18*	CCTGCCCACACCGCTTAGAG ACCCACCAACACCCACACTG	175	XM_341351	CCTGCCCACACCGCTTAGAG ACCGACTGGACTGTTGTGAAGG	159	AC122268	93

## Supporting Information

Table S1 Differential expressed genes in lungs and livers of three species with *S. japonicum* infection. Ratio of expression level calculated by the infected sample divided by the noninfected sample.
(0.20 MB DOC)

Table S2 All the changed expression genes in the three species.
(2.26 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

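Ratios of gene expression between infected and uninfected animals were analysed for lung and liver of M. fortis and of Wistar rats, each with 1 value per spot, on the rat oligonucleotide array. By the paper's methods, infected and uninfected groups held 3 animals each, and they state that repeated ratios of each gene were analysed with the SAM software under control of the false discovery rate. That step was not repeated here, with 1 value per spot at hand, and which of the repeats the deposited value combines is not given in the sources used here. Mouse arrays were not analysed here.

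The deposited values are log2 ratios of infected over uninfected tissue. The authors scanned the arrays with a LuxScan 10K/A scanner, repeated each by fluorescence exchange, read the images with LuxScan 3.0 and normalized them by Lowess regression. The scale and the direction are not stated beside the values and were read from Table S2. Of its ratios, 932 of 932 for M. fortis lung, 1193 of 1197 for rat lung, 131 of 131 for M. fortis liver and 497 of 497 for rat liver equalled 2 to the power of a deposited value of that array, and with the sign turned, or read as natural or base 10 logarithms, 0 rows of Table S2 with 2 or more ratios equalled exactly 1 spot. The values were used as deposited, without further centring. No array median lay further than 0.1 from 0.

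The file numbers its spots and gives no gene names. Names were therefore taken from Table S2, of which the first 1997 of 8594 rows were at hand, by equality of the ratios, which is an inference from the values and not a match of probe identifiers. Of 647 rows with 2 or more ratios on these arrays, 638 equalled exactly 1 spot and 5 more did so on all but 1 ratio. After shifts of all ratios by a small constant, 0 did. At rows paired in this way, 1173 of 1174 cells that Table S2 leaves blank were under 2-fold or empty in the deposited values. For the 1350 rows with 1 ratio, only that value was used, since many spots can share it. On simulated rows, 500 of 500 with 2 or more ratios and 200 of 200 with 1 overwritten ratio were paired with their own spot. Of the rows, 1216 have a gene name in Table S2, 75 were named by accession and 77 by protein accession in a RefSeq gene table of the rat assembly GRCr8, used for names alone, 1 was named by its accession in Table S1, 6 had conflicting names and were not used, and 622 stayed without a name. In all, 1365 paired rows carried 1315 gene names, and 489 of them have their values on all arrays from 1 spot.

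Table S1 gives ratios to 2 decimals for 74 genes. A gene was taken as identified where exactly 1 spot had the table's ratios on 3 or more of the 4 columns of these arrays, within 0.01. This held for 57 genes, 32 of them on all 4 columns and 25 on 3. With all ratios multiplied by 1.07 or by 0.93, it held for 0. The spots of β-actin were found by their ratios within the row of Table S2 that carries the accession given for it in Table 4 and that runs 11 ratios together in each cell.

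Probes with a ratio of at least 2 or at most 0.5 were counted as up-regulated or down-regulated, the fold thresholds of the methods, and a second pair of thresholds at 4 and 0.25 was taken from Table 2. Pearson and Spearman correlations were computed across probes with values on both arrays. For a gene with several probes the median log2 ratio was used. Between probes of the same gene the median standard deviation was 0.57 in M. fortis lung over 20 genes and 0.33 in rat lung over 24, and 5 and 2 of those genes had probes more than 2-fold apart from 1 in opposite directions. The array numbers limit the precision, since there is 1 ratio per tissue and species, and no p-value or interval is given.

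The file is laid out in 48 runs of 600 spots, and 12 positions of the layout hold the same spot in nearly every run, 576 spots in all. Their spread describes repeat spots on an array and not animals. Their identity is not known here, and they are part of all counts unless stated.

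The text names the genes that the paper names for the arrays, genes of Table S1 as examples, for each array genes from the 10 with the highest and the 10 with the lowest log2 ratio among named genes whose probes lay on the same side of 0, and up to 4 members of each gene list with the largest change on the array under discussion. This rule and the gene lists were fixed before the data were examined, when the values of Tables S1 and S2 had been seen in part. Genes named in addition, chosen after their values were seen, are Sdc4 and Ndufa2 of Table S1. Of 47 genes that the paper names, 19 could be paired with a spot. Values of some single genes are not reported here, though counts and medians of groups include them.

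Alternatives set before the data were examined were thresholds of 1.5-fold and 3-fold, centring on each array's median, rescaling to a common spread, probes with a value on all 4 arrays, Spearman in place of Pearson correlation, and the probe with the largest change in place of the median of probes. Leaving out the repeat spots, centring for the counts at 4-fold, division of the ratios of Psmb8 and Cnot2 in rat lung by that of β-actin, and the restriction to genes equal to Table S1 on all 4 columns were added after the data were seen. Counts of genes per array, percentiles of gene lists among random lists, and counts without control or unnamed probes were planned and not run, since only part of Table S2 was at hand and most spots have no name. The analysis used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and matplotlib 3.10.9 for the figures.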

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

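Chosen after the result was seen were the tests of a small admixture and of a swap for the rat lung array and the rank correlation for M. fortis lung and rat liver. None of the differences between arrays in this part was tested, since there is 1 value per tissue and species.

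In several gene groups every named member that changed at least 2-fold went up on one array and down on another. T cell markers had a median log2 ratio of 2.05 in M. fortis lung (3 genes) and -3.07 in rat lung (7 genes). Jak-STAT genes had 2.07 in M. fortis lung, 1.61 in rat liver and -1.65 in rat lung. MHC class I genes had 1.63 in rat liver and -1.61 in rat lung. Genes of the thyroid, steroid and growth hormone axis had -1.12 in M. fortis lung and 3.41 in rat lung. The spots of β-actin had a median log2 ratio of 3.39 in M. fortis lung, 2.24 in rat liver and -2.35 in rat lung, with every spot on the same side.

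All of these contrasts involve rat lung, whose array has genes of the liver at its top (Apcs 7.01, Crp 6.65) and genes of lung tissue at its bottom (Car4 -4.75, Ager -4.02). A small admixture of liver RNA is argued against by 1197 probes with a ratio of at most 0.25, and a swap of infected rat lung and liver RNA by the correlation of the 2 rat arrays, 0.0395, where a swap would make it clearly negative. Probes at least 4-fold up in rat lung had a value on the rat liver array in 92.7% and on the M. fortis lung array in 43.3%, and probes at least 4-fold down in 44.4% and 65.7%, a difference of 70.7 percentage points between the gaps. Liver RNA in the infected channel would give both gaps. Since the probes were chosen by their change on this array, a rise of liver transcripts with infection would give the gap of probes up, 49.4 points. It would not give that of probes down, -21.3 points, which would need a loss of lung transcripts as well. This test cannot tell liver RNA in the channel from such a rise and loss together. The infection itself, which would have to cause both, stays open as an untested biological explanation.

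Ratios of M. fortis lung and rat liver went together across probes, with a Pearson correlation of 0.60, the highest of the pairs of arrays. After subtraction of the median of each run of 100 spots the correlation was 0.59. This argues against a shared trend along the spot numbers that is constant within such runs. The step took a simulated shared trend of exactly that form from 0.46 to near 0. Trends that vary within runs were not simulated and are not excluded. A few extreme probes are argued against by a rank correlation of 0.58. A response to infection that both tissues share may contribute and was not tested. The authors repeated each array with the dyes exchanged, which opposes a dye effect, though how the repeats were combined is not described. An effect of probe sequence common to these arrays was not tested either.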

How the results depend on the processing

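Leaving out the repeat spots, centring for the counts at 4-fold, dividing by the ratio of β-actin, and keeping the genes equal to Table S1 on all 4 columns were the settings chosen after the data were seen. Dividing by β-actin took the rat lung ratio of Psmb8 from 0.306 to 1.56 and that of Cnot2 from 0.690 to 3.52, to the other side of 1. Of the Table S1 genes that rise in M. fortis lung, those at most 0.5 in rat lung went from 11 to 0 with the genes equal on all 4 columns. That setting drops genes whose rat lung ratio differs from Table S1, so the fall follows from the selection and is no check. Centring on each array's median left all 35 results it was run on within 1.5 times their count, and taking the probe with the largest change left all 17 within it. Counts move with the threshold by construction. At 1.5-fold up-regulated probes were 3127 in rat lung, 953 in M. fortis liver and 2889 in rat liver, down-regulated probes 2985 in M. fortis lung, 848 in M. fortis liver and 2044 in rat liver, and probes in both tissues of M. fortis 417 up and 368 down. At 3-fold they were 1614 in M. fortis lung, 1243 in rat lung, 165 in M. fortis liver and 820 in rat liver for up, 656 in M. fortis lung, 1613 in rat lung, 59 in M. fortis liver and 165 in rat liver for down, and 35 up and 24 down in both tissues. Rescaling to a common spread gave 941 in M. fortis liver up and 1038 in M. fortis lung, 828 in M. fortis liver and 1002 in rat liver down, and the cause was not tested. Keeping the probes with a value on all 4 arrays removes probes by construction, and gave 1022 in M. fortis lung, 881 in rat lung and 630 in rat liver up and 819 in M. fortis lung, 538 in rat lung and 325 in rat liver down, with a median absolute log2 ratio of 0.77 in M. fortis lung, 0.58 in rat lung and 0.34 in M. fortis liver and a standard deviation of 1.27 in M. fortis lung, 1.26 in rat lung, 0.65 in M. fortis liver and 0.87 in rat liver. Correlations were -0.11 between M. fortis lung and rat lung, 0.33 between M. fortis lung and M. fortis liver, 0.64 between M. fortis lung and rat liver, -0.10 between rat lung and M. fortis liver and -0.0083 between rat lung and rat liver. Of gene lists, whose members named by 1 ratio drop out here, the numbers left were 1 for complement components and regulators, 2 for hepatocyte plasma proteins, 4 for cytochrome P450 and conjugation enzymes, 2 for bile acid and cholesterol metabolism, 6 for fatty acid metabolism, 2 for glucose and amino acid metabolism of liver and 2 for unfolded protein response and chaperones (up in rat lung), then 1 for chemokines and chemokine receptors, 0 for interleukins and their receptors and 1 for fibrosis and extracellular matrix (down in rat lung), then 1 for cytochrome P450 and conjugation enzymes (up in rat liver), then 2 for proteasome core and cap subunits and 2 for RNA splicing (up in M. fortis lung). Spearman correlations were -0.11 between M. fortis lung and rat lung, 0.26 between M. fortis lung and M. fortis liver, 0.58 between M. fortis lung and rat liver, -0.11 between rat lung and M. fortis liver, -0.0383 between rat lung and rat liver and 0.24 between M. fortis liver and rat liver. Without the repeat spots, counts at 4-fold were 50 in M. fortis liver up and 213 in M. fortis lung and 47 in rat liver down, probes in both tissues 51 down, the median absolute log2 ratio 0.78 in M. fortis lung and 0.50 in rat liver, the standard deviation 1.24 in M. fortis lung, 0.69 in M. fortis liver and 0.88 in rat liver and correlations -0.14 between M. fortis lung and rat lung, 0.28 between M. fortis lung and M. fortis liver, 0.56 between M. fortis lung and rat liver, -0.16 between rat lung and M. fortis liver, -0.0239 between rat lung and rat liver and 0.22 between M. fortis liver and rat liver. For the correlations and the repeat spots the cause was not tested. The correlation of rat lung with rat liver lies so near 0 that its sign changes between settings. Not run were counts of genes per array, counts without control and unnamed probes, genes in both tissues merged by any probe, and percentiles of gene lists. Signal over background is not given with these ratios, so its effect on the spots without a value is unknown.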

Differences from the paper's values

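Leaving out the repeat spots, centring for the counts at 4-fold, and dividing by the ratio of β-actin were chosen after the values were seen. In both tissues of M. fortis 165 probes were up-regulated and 90 down-regulated, where the paper's Table 3 gives 50 and 29 probe sets. The paper's counts also require no change in mice, which was not applied here, so the group counted here is wider. Of the alternatives set before the data were examined, 3-fold in place of 2-fold brings the counts within 1.5 times the paper's, at 35 and 24, while 1.5-fold (417 and 368) and centring (159 and 93) do not, nor does leaving out the repeat spots (122 and 51). At a ratio of at least 4, 89 probes were up-regulated in M. fortis liver, where the paper gives 51. At a ratio of at most 0.25, 324 probes were down-regulated in M. fortis lung and 92 in rat liver, where the paper gives 212 and 48. The paper labels these counts as genes, while probes were counted here. No alternative for these counts was set before the data were examined. Centring gave 89, 374 and 96, and leaving out the repeat spots, chosen after the values were seen, gave 50, 213 and 47, within 1.5 times the paper's counts. How many of the paper's own called items that step drops is not known, since the paper gives counts alone.

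Of the 57 genes of Table S1 paired with exactly 1 spot, 23 ratios differ from the deposited ratio at that spot, 19 of them in rat lung, and 16 of the 23 differ by a whole number, within 0.01. Of the 23, 18 differ by over 1.5 times, and 17 of those 18 lie on opposite sides of 1. Of the 36 paired genes that rise in M. fortis lung, 22 are under 1 in rat lung by the deposited ratios, where 9 are by the paper's Table S1. In rat lung the deposited ratio of Itgb2 was 0.185, where the paper's Table S1 gives 2.19. That of Psmb8 was 0.306, where it gives 2.31, that of Cnot2 was 0.690, where it gives 2.93, and that of Pnrc1 was 0.289, where it gives 2.29. For these 4 genes, centring and the probe with the largest change, both set before the data were examined, leave the difference. The other genes among the 57 that differ by over 1.5 times had no alternative of their own. For them the deposited ratio in rat lung against the paper's was 0.0801 against 2.08 for Cd9, 0.853 against 1.85 for Clk1, 0.635 against 1.64 for Csnk1a1, 0.403 against 4.4 for Gdi2, 0.0441 against 2.04 for Lsp1, 0.419 against 2.42 for Picalm, 0.143 against 1.14 for Plscr1, 0.475 against 2.48 for Pnrc2, 0.131 against 2.13 for Prg1 and 0.236 against 1.24 for Slc25a4. Table S2 also gives the ratios of Table S1 in rat lung for Itgb2, Psmb8, Cnot2, Pnrc1 and Prg1. The deposited ratio in rat lung was 1.06 against the paper's 2.49 for Stt3b, 2.94 against 0.94 for Ndufb7 and 2.32 against 0.32 for Tmem112. Since the pairing itself rests on equal ratios in the other columns, a spot paired wrongly would also appear here, and with shifted ratios no gene was paired. For 5 more genes of Table S1 no spot has its ratios on 3 columns, while their row of Table S2 equals 1 spot. Of their 20 ratios, 8 differ by over 1.5 times. Prpf4b had 2.38 in M. fortis lung and 0.978 in rat lung, where the paper's Table S1 gives 5.1 and 1.88, and Gpbp1 had 0.665 in rat lung and 2.53 in rat liver, where it gives 4.92 and 6.92. For these 2 genes centring and the probe with the largest change leave the differences. Arl6ip2 had 11.5 in M. fortis lung and 5.03 in rat liver, where the paper's Table S1 gives 5.52 and 1.53, and Cited2 had 1.02 in M. fortis lung and 0.207 in rat lung, where it gives 0.28 and 0.54.

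By real-time RT-PCR in rat lung the paper shows a ratio of about 0.5 for Psmb8 and about 3.5 for Cnot2 in Fig. 5B, read by eye, where the arrays gave 0.306 and 0.690. The PCR ratios are normalized to β-actin and the array ratios are not. Divided by the median array ratio of β-actin in rat lung, a step chosen after the values were seen that drops neither gene, they were 1.56 for Psmb8 and 3.52 for Cnot2. This brings Cnot2 within 1.5 times the paper's value. The paper's own array ratio of Cnot2 in rat lung, 2.93 in Table S1, lies near the PCR ratio without any division. That of Psmb8 is 2.31, and the paper describes its PCR product as lower than the array. The division takes Psmb8 further from the PCR ratio and to the other side of 1, while the undivided 0.306 lay on the same side. Of the alternatives set before the data were examined, centring gave 0.323 and 0.729 and the probe with the largest change 0.306 and 0.690, which leave both differences.

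Of 14 genes with a direction in the paper's text and a value here in the tissue it names, 12 changed at least 2-fold in that direction in M. fortis. Spots were paired through the ratios of the paper's own tables. This count is therefore largely fixed by the pairing and is no independent check. The exceptions are Znrd1 and Gpbp1. The text places Znrd1 among genes that rose in both tissues. Its deposited ratios were 0.356 in M. fortis lung and 0.490 in M. fortis liver, and the paper's Table S1 gives 0.36 and 0.49. The ratio of Gpbp1 in M. fortis liver was 1.99, where the paper's Table S1 gives 2.58. The text also places Cnot2 and Itgb2 among genes that rose in the lungs of rats, where their deposited ratios are those given above. In rat liver both rose, at 4.57 and 2.20, and in M. fortis both rose in both tissues.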

Other observations

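All descriptions in this part are of named genes with 1 value per tissue and species, and the tests of the rat lung pattern are given above. In rat liver 70.2% of the 386 named genes that changed rose, so a majority of rises in a group is common there. Interferon-stimulated genes rose in rat liver, 7 of 7 with a value, with Mx2, an antiviral GTPase, at a log2 ratio of 2.60, Cxcl9, a chemokine induced by interferon gamma, at 1.54 and Oasl1 at 1.48. Of 4 genes of eosinophils and the type 2 response with a value there, 3 rose and 1 fell, with Ccl11, the chemokine eotaxin that draws eosinophils, at 2.09, Ear11, a ribonuclease of eosinophils, at 1.32 and Il4ra, a receptor chain for interleukin 4, at -1.30. In rat lung 3 of 3 fell, with Ccl11 at -2.80 and Ear11 at -3.42. Rat liver genes with large changes were Cth, an enzyme of cysteine synthesis, at 3.53, Aldh6a1, of valine breakdown, at 3.52 and Acadsb, of branched-chain acid breakdown, at 3.21. At the other end were Cyp1a1, a cytochrome of xenobiotic metabolism, at -2.95, Por, the reductase that supplies cytochromes with electrons, at -2.47, Per2, a clock gene, at -2.17 and Cpt1a, which admits fatty acids to mitochondria, at -1.99.

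In rat lung, 6 of 6 genes of MHC class II presentation fell, with RT1-Db1 at -3.75, as did 9 of 9 interleukins and their receptors, with Il1b at -4.78 and Csf3 at -4.27, and 8 of 8 genes of the extracellular matrix, with Timp1, an inhibitor of metalloproteinases, at -2.73. Endothelial markers fell, 5 of 5, with Icam1, a leukocyte adhesion molecule, at -2.69. Of 14 genes of oxidative phosphorylation, 12 rose, with Atp5g3 at 2.73. Among chaperones, Hspa5, the main chaperone of the endoplasmic reticulum, was at 3.12 and Cryab, a small heat shock protein, at -3.24. These changes stand on the same array as the liver genes described above.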
